# Infinium Monkeys: Infinium 450K Array for the Cynomolgus macaque (*Macaca fascicularis*)

**DOI:** 10.1534/g3.114.010967

**Published:** 2014-05-08

**Authors:** Mei-Lyn Ong, Peck Yean Tan, Julia L MacIsaac, Sarah M Mah, Jan Paul Buschdorf, Clara Y Cheong, Walter Stunkel, Louiza Chan, Peter D. Gluckman, Keefe Chng, Michael S. Kobor, Michael J Meaney, Joanna D Holbrook

**Keywords:** epigenetics, DNA methylation, nonhuman primates, disease model, cynomolgus macaque, *Macaca fascularis*, Illumina Infinium Human Methylation450 BeadChip Array

## Abstract

The Infinium Human Methylation450 BeadChip Array (Infinium 450K) is a robust and cost-efficient survey of genome-wide DNA methylation patterns. *Macaca fascicularis* (Cynomolgus macaque) is an important disease model; however, its genome sequence is only recently published, and few tools exist to interrogate the molecular state of Cynomolgus macaque tissues. Although the Infinium 450K is a hybridization array designed to the human genome, the relative conservation between the macaque and human genomes makes its use in macaques feasible. Here, we used the Infinium 450K array to assay DNA methylation in 11 macaque muscle biopsies. We showed that probe hybridization efficiency was related to the degree of sequence identity between the human probes and the macaque genome sequence. Approximately 61% of the Human Infinium 450K probes could be reliably mapped to the Cynomolgus macaque genome and contain a CpG site of interest. We also compared the Infinium 450K data to reduced representation bisulfite sequencing data generated on the same samples and found a high level of concordance between the two independent methodologies, which can be further improved by filtering for probe sequence identity and mismatch location. We conclude that the Infinium 450K array can be used to measure the DNA methylome of Cynomolgus macaque tissues using the provided filters. We also provide a pipeline for validation of the array in other species using a simple BLAST-based sequence identify filter.

Biomedical research relies on nonhuman primate models, including the Cynomolgus macaque. Cynomolgus models are used to investigate diseases as diverse as Parkinson (Grabli *et al.* 2013; Potts *et al.* 2014; Riverol *et al.* 2013), influenza (Kobayashi *et al.* 2013; Pham *et al.* 2013), asthma (Cheng *et al.* 2013), diabetes (Kaplan and Wagner 2006), and atherosclerosis (Clarkson *et al.* 2013; Kaplan *et al.* 1996). However, the genome of this important model only was elucidated recently (Higashino *et al.* 2012; Yan *et al.* 2011), and tools for genomics analysis have consequently been lacking.

The rapidly expanding field of epigenomics has the potential to disentangle the influences of inheritance and environment on complex diseases and greatly increase our understanding, as well as provide biomarkers and therapeutics (Michels *et al.* 2013; Mill and Heijmans 2013). Therefore, it is desirable to study the epigenomics of Cynomolgus macaque disease models. Although candidate gene approaches have been reported (Rager *et al.* 2013), genome-wide approaches have been hampered by the lack of suitable tools. Likewise, although high-coverage MeDIP-seq approaches have been reported in the closely related rhesus macaque (Bell *et al.* 2012; Provencal *et al.* 2012), this technique is expensive, generally less quantitative, and has lower resolution.

The Infinium Human Methylation450 BeadChip Array (Infinium 450K) is a widely used tool in epigenetics that provides a robust and cost-efficient way to measure genome-wide DNA methylation patterns. It is a hybridization array designed to probe human genomic sequences (Bibikova *et al.* 2011). The use of a precursor to the Infinium 450K array, the Infinium 27K array, with Cynomolgus macaque tissues has been previously reported (Howard *et al.* 2011). However, the authors did not test its accuracy for this cross-species use. More recently, the Infinium 450K array has been used on great ape species more closely related to humans (chimpanzee, bonobo, gorilla, and orangutans), and probes were filtered for conservation between the human probe sequence and the ape genomic sequence (Hernando-Herraez *et al.* 2013).

We set out to determine the accuracy of the Infinium 450K in macaque tissues by comparing Infinium 450K and reduced representation bisulfite sequenced (RRBS) DNA methylome profiles generated from the same Cynomolgus muscle biopsies. Here we show that with filtering of the probes for good alignment between the human and Cynomolgus macaque genomic sequence, 51% of the array probes achieve a Pearson correlation R of 0.88 and 86% and 69% of the probes agree within 20% and 10% methylation difference respectively. As we can compare sequence identity with actual measurement variation between Infinium and RRBS, we also provide the sequence identity thresholds to achieve accurate Infinium measures and an *in silico* pipeline for converting the Infinium 450K to additional species.

## Materials and Methods

### Samples

Muscle biopsies were performed on eleven adult male cynomolgus macaques under anesthesia with ketamine (7 mg/kg intramuscularly), and muscle samples were taken from the quadriceps region using a 3-mm biopsy punch. A single cruciate stitch using 6/0 PDS was placed at the end of the procedure. Single doses of amoxicillin (7−15 mg/kg) and meloxicam (0.2 mg/kg subcutaneously) were given. All experimental procedures approved by SingHealth Institutional Animal Care and Use Committee.

### Infinium 450K

After extraction of genomic DNA according to standard procedures, 1 μg genomic DNA was bisulfite converted using EZ DNA Methylation™ Gold Kit (Catalogue No.: D5002, Zymo Research). Successful conversion was confirmed via methylation-specific polymerase chain reaction before proceeding with subsequent steps of the Infinium assay protocol. The bisulfite-converted genomic DNA was isothermally amplified at 37° for 22 hr, enzymatically fragmented, purified, and hybridized on an Infinium HumanMethlyation 450 BeadChip (cat. no. WD-314-1002; Illumina Inc.) at 48° for 18 hr, after which the BeadChip was then washed to remove any unhybridized or nonspecific hybridized DNA. Labeled single-base extension was performed on primers hybridized with DNA, and the hybridized DNA was removed. The extended primers were stained with multiple layers of fluorescence, the BeadChip was then coated using a proprietary solution and scanned using the Illumina iScan system. The image data were processed with the Genome Studio Methylation Module software. Further data processing was performed as described previously (Pan *et al.* 2012).

### Reduced representation bisulfite signaling

One microgram of genomic DNA was restriction digested with 60U of *Msp*I (cat. no. R0106S; New England Biolabs) overnight at 37°. The digested product was purified by conventional ethanol precipitation method. End-repair, addition of ‘A’ tail and adapter ligation were performed using the TruSeq DNA LT Sample Prep Kit V2 (cat. no. FC-121-2001; Illumina), according to manufacturer’s instructions with slight modifications. During the adapter-ligation step, 2 μL of Early Access Methylation Adapter oligo (cat. no. ME-100-0010; Illumina) was used instead. The adapter-ligated DNA fragments were subsequently purified with AMPure XP beads (cat. no. A63881; Agencourt), as per manufacturer’s protocol. Purified fragments were then bisulfite treated using the EpiTect Bisulfite Kit (cat. no. 59104; QIAGEN GmbH), according to manufacturer’s instructions. The converted DNA was amplified in a final concentration of 1 U of PfuTurbo Cx Hotstart DNA Polymerase and 250 µM of dNTP mix (cat. no. STR_600412; Strategene), as well as 500 nM each of polymerase chain reaction primers PE 1.0 and 2.0 (Gu *et al.* 2011). The thermocycling condition used was 2 min at 95° for heat activation, and 15 cycles of 30 sec at 95°, 30 sec at 65°, and 1 min at 72°, followed by a 10-min final extension at 72°. The enriched fragments were purified by gel electrophoresis and quantified by Agilent 2100 Bioanalyzer (Agilent Technologies). Sequencing was performed on the Illumina Genome Analyzer IIx platform, as per manufacturer’s instructions. Raw reads were filtered and trimmed (*i.e.*, base quality < 20 were removed, read length < 20 bp were removed and entire read pair is removed if one of the trimmed reads become shorter than 20 bp), and then aligned against the Cynomolgus macaque genome (Yan *et al.* 2011) using RRBSMAP (Xi *et al.* 2012) with default settings (-p 8 -v 0.1 -w 100 -s 12 -D C-CGG). We filtered for CpGs with at least 10x read coverage and estimated their methylation ratios using the python script methratio in RRBSMAP.

### Alignment of Infinium probes to Cynomolgus macaque genome

We used blastn (Altschul *et al.* 1997) to map the 485,512 50 bp infinium probes onto the Cynomolgus macaque genome using an e-value threshold of e^-10^. We used the Burrows-Wheeler Alignment tool (Li *et al.* 2009) to obtain the mismatched base positions and their location with respect to the CpG site being assayed. For each CpG, we checked for corresponding gene name or partial gene name matches between human and Cynomolgus macaque by searching for the closest gene to the CpG site. We further checked for ortholog gene name changes between human and macaque using the gene mapping from ENSEMBL (Hubbard *et al.* 2002).

## Results

### Approximately 61% of human Infinium 450K probes could be reliably mapped to the Cynomolgus macaque genome and contain the CpG site of interest

We searched the Cynomolgus macaque genome sequence with the 485,512 50-bp Infinium probe sequences using blastn (Altschul *et al.*, 1997) with an e-value threshold of e^−10^. This means that e^−10^ matches would be expected purely by chance and that the candidate match would likely be a *bona fide* match to the probe sequence. We also ran the Burrows-Wheeler Alignment tool (Li *et al.* 2009) to determine the mismatch base positions with respect to the location of the CpG site being assayed. Out of all the human probes, 328,091 probes (68%) could be mapped to the Cynomolgus macaque genome with up to four mismatches and up to two gaps of up to 4 bp. In addition, 30,021 (9.2%) of the mapped probes contained a mismatch in the CpG site itself (including those that do not have the CpG site) and are thus omitted from downstream analyses. We will thereafter refer to this set of mapped probes with the CpG site present as “CM probes” (n = 298,070). A total of 94% of the CM-probes had unique matches, whereas the rest had at least one alignment with e-value < e^−10^ (Figure 1). Thus, in total, approximately 61% of the Human Infinium 450K probes could be reliably mapped to the Cynomolgus macaque genome and contain a CpG site of interest.

**Figure 1:**
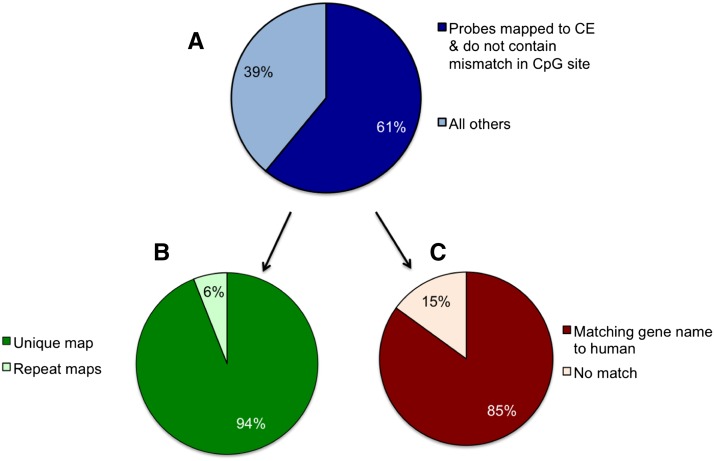
(A) Pie chart (top) showing percent of Infinium 450K probes that can be aligned to the Cynomolgus macaque genome with e-value < e^−10^ and containing the CpG site of interest. (B) Bottom left pie chart shows percent of probes, out of the mapped probes, with unique or repeat matches. (C) Bottom right pie chart shows percent of probes, out of the mapped probes, with gene name matches to human.

### Approximately 85% of CE probes were the Cynomolgus ortholog of the human gene

We then asked whether the gene annotation for the human probes corresponded to the Cynomolgus macaque gene ortholog for the matching macaque sequence. We searched for the exact gene within which the sequence lies or the closest gene to the matching sequence. Of the CM-probes, 229,505 had an associated human gene name from the Illumina Infinium 450K array annotation. Taking into account repeat matches, partial gene name matches and orthologous gene name changes between human and macaque (Hubbard *et al.* 2002), we found that 195,072 (85%) of the CM-probes had the same gene name or the equivalent macaque ortholog of the annotated human gene (Figure 1).

### Cynomolgus tissues run on Infinium 450K arrays passed quality control, and approximately 80% of all probes yielded robust and detectable signal

We ran the Infinium 450K array on eleven Cynomolgus muscle tissues with one technical replicate. The raw data were analyzed using the Genome Studio Methylation Module software. The Illumina standard controls, including staining, extension, hybridization, target removal, bisulfite conversion, specificity I and II, nonpolymorphic controls all passed quality checks. Similarly, the negative controls, which target bisulfite-converted sequences that do not contain human CpG dinucleotides, and thus measure background intensity, had on average a very low intensity of around 200 AU and 250 AU for the green and red channels respectively (recommended background intensity from Illumina is <300 AU) (Supporting information, Figure S1), suggesting that the negative control probes work well for Cynomolgus macaques. The signal to noise ratio for target probes against negative green and red control probes were, on average, 10.6- and 8.3-fold. The two technical replicates clustered together on the dendogram (Figure 2). The global methylation correlation between the technical replicates was R = 0.97, whereas that between two different muscle samples was R = 0.94 (Figure S2). Notably, on average, 79.1 ± 1.3% of probes across all 12 sample profiles, including the two replicates, had the desired degree of hybridization with a *P*-value detection of less than 0.05 and approximately 73.4 ± 1.6% of probes had a *P*-value detection of less than 0.01. Interestingly, this is for the whole array including probes that do not align well to the Cynomolgus macaque genome, suggesting that some of these non-conserved probes still hybridize efficiently. When the analysis is restricted to CM probes only, on average, 86.8% and 82.4% had a *P*-value of <0.05 and <0.01, respectively. We then ran the Infinium 450K processing pipeline as described by (Pan *et al.* 2012) to obtain the beta values for each CpG on the array.

**Figure 2:**
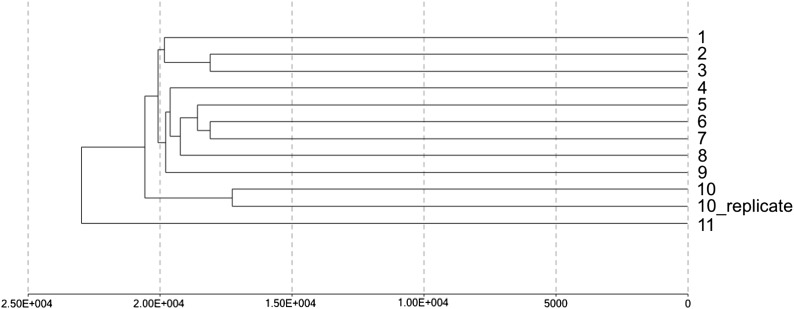
Hierarchical clustering of 12 Infinium 450K data of Cynomolgus macaque muscle tissues with a technical replicate.

### The degree of hybridization is positively related to the sequence identity between the human probe and Cynomolgus macaque genome

To assess whether the degree of hybridization of the probes is affected by sequence identity between human and Cynomolgus macaque, we took the CM-probes and computed the correlation between their detection p-values and alignment quality. Detection p-values were positively correlated with alignment e-value scores (Spearman rho = 0.39) and inversely correlated with the percent identity scores and bitscores (Spearman rho = −0.32 and rho = −0.39, respectively). When we excluded probes (n = 21,569) with a mismatch at +/− 1 bp from the CpG site, the correlation between the degree of hybridization and alignment quality improved (Spearman rho = 0.42, −0.36, and −0.42 for e-value, percent identity, and bitscore, respectively). When we grouped probes according to their detection p-values, those with *P* > 0.05 tended to have lower alignment bitscores compared to probes with *P* < 0.05 (Figure 3).

**Figure 3:**
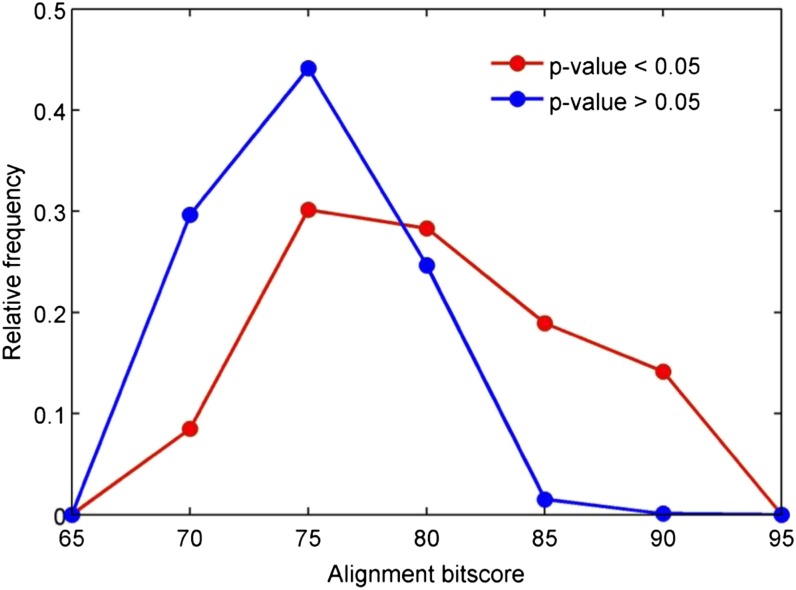
Histograms of alignment bitscore for Infinium probes with detection *P* < 0.05 (red), and > 0.05 (blue).

### Concordance of Infinium 450K data and RRBS measurements within Cynomolgus macaque tissues and in relation to probe sequence divergence

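DNA methylation of 11 skeletal muscle biopsies, each from a different adult male Cynomolgus macaque, was measured by RRBS, in which genomic DNA is cut with a restriction enzyme, bisulfite converted and sequenced, so that an unmethylated cytosine reads as thymine. The paper's methods state that each library was made from 1 µg of DNA cut with MspI and converted with the EpiTect Bisulfite Kit. The labels deposited with the samples instead give 5 µg of DNA, cut with MspI and then TaqαI, and the EZ-96 DNA Methylation-Gold Kit. The authors trimmed the reads, aligned them to the Cynomolgus macaque genome of Yan et al. with RRBSMAP, kept CpGs with a read coverage of at least 10 and estimated a methylation ratio, from 0 (unmethylated) to 1 (methylated), for each CpG with methratio. Their deposited table lists 61399 CpG cytosines by chromosome, position and strand, each with a ratio in all 11 animals, and no value is missing. The table gives ratios without read counts. The depth behind each ratio was not estimated here beyond the stated minimum, and no counting interval was computed. The 11 animals form 1 group, and no 2 of them had identical values. The mean methylation of an animal over the listed cytosines was 38.6% ± 0.603 (SD, n = 11), with a range from 38.0% to 39.6%. A ratio of exactly 0 was listed for between 12.5% and 28.4% of the cytosines of an animal (median 22.8%), and a ratio of exactly 1 for between 4.89% and 8.25% (median 5.98%). Ratios were compared as deposited, without normalization between animals, and differences between animals are given in percentage points of methylation. Infinium values and the assignment of probes to RRBS CpGs were not analysed here.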

We ran the same 11 Cynomolgus muscle samples using RRBS to determine the degree to which the Infinium 450K data correspond with methylation measurements from an independent sequencing-based technology. We searched each unique sample for CpGs present in both Infinium 450K and RRBS data and found that, on average, there were 4730 such CpGs for each sample. 

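The deposited RRBS table lists the same 61399 cytosines for each of the 11 animals. Cytosines covered in only some animals are not counted here, so this number describes the deposited table and not the CpGs of each sample that entered the search. Of the listed cytosines, 31691 lay on the plus strand and 29708 on the minus strand. Both cytosines of the CpG were listed at 4043 CpGs, so that the table covered 57356 different CpGs. The 20 numbered chromosomes held 54584 of the cytosines, chromosome X held 592, 613 unplaced scaffolds held 5857, and the remaining 366 were on other unplaced sequence. Chromosome 10 held the most cytosines of any chromosome, 8187, followed by chromosome 1 with 4106. On chromosome 10, 66.9% of the cytosines were on the plus strand, compared with between 45.5% and 54.7% on the other chromosomes, chromosome X included. Which of these CpGs have an Infinium probe was not analysed here.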

The Bland-Altman plot for one sample shows that the majority of the CpGs lie on *x*-axis (Figure 4). And, consistent with what has been reported previously by Pan *et al.* (2012), CpGs with intermediate methylation levels tend to show the biggest discrepancies between the two technologies.

**Figure 4:**
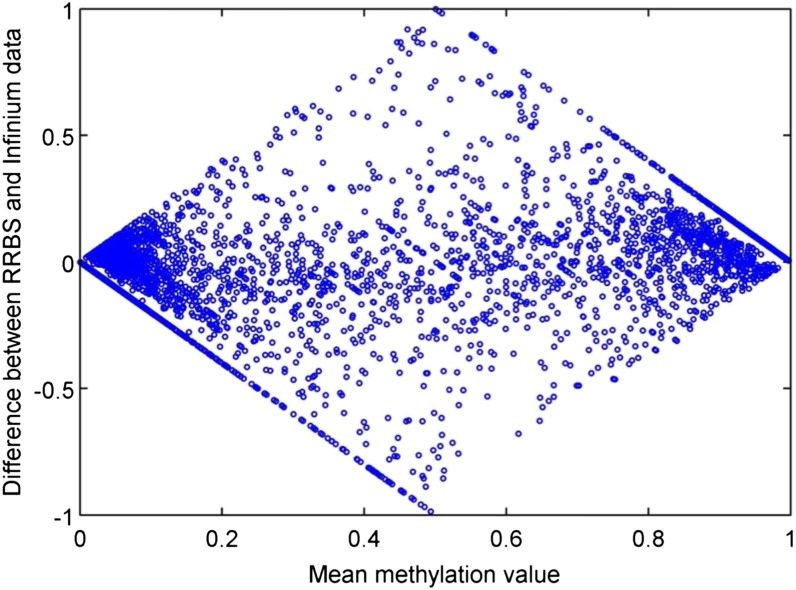
Bland-Altman plot of the difference between reduced representation bisulfite sequenced (RRBS) and Infinium data for one sample *vs.* the average methylation value.

To determine the relationship between the degree of agreement of RRBS and Infinium 450K data with sequence divergence, we stratified these shared CM-probe CpGs according to the quality of alignment of the Infinium probes to the Cynomolgus macaque genome. We found that across the 12 paired samples, probes with relatively poorer alignment scores consistently had lower RRBS-Infinium correlations compared with probes with greater alignment scores (Figure 5A). On average, the percent of shared probes with RRBS and Infinium 450K DNA methylation values within 20%, 10%, and 5% of each other were relatively greater for those with greater alignment scores (Figure 5B). The range across individuals is small except at very low alignment bitscores (Table S1). We further stratified CpGs by their average methylation levels and found that the concordance of the majority of unmethylated or methylated CpGs were much better as compared to CpGs with intermediate average methylation levels (Figure 5C).

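Stratified by the RRBS methylation value alone, with the same bounds, 54.8% ± 0.552 (SD, n = 11 animals) of the RRBS cytosines of an animal had a ratio below 0.3. Intermediate ratios, from 0.3 to 0.7, made up 13.4% ± 0.612 (SD, n = 11), and ratios above 0.7 made up 31.8% ± 0.189 (SD, n = 11). By their mean over the 11 animals, 33562 cytosines were below 0.3, 8323 were intermediate and 19514 were above 0.7. Of the alternatives tried, class bounds of 0.2 and 0.8 moved the intermediate and high shares most, to 22.3% and 26.9%, and leaving out ratios of exactly 0 or 1 moved the low share most, to 46.0%. These are shares over all RRBS cytosines, not over the CpGs shared with Infinium.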

**Figure 5:**
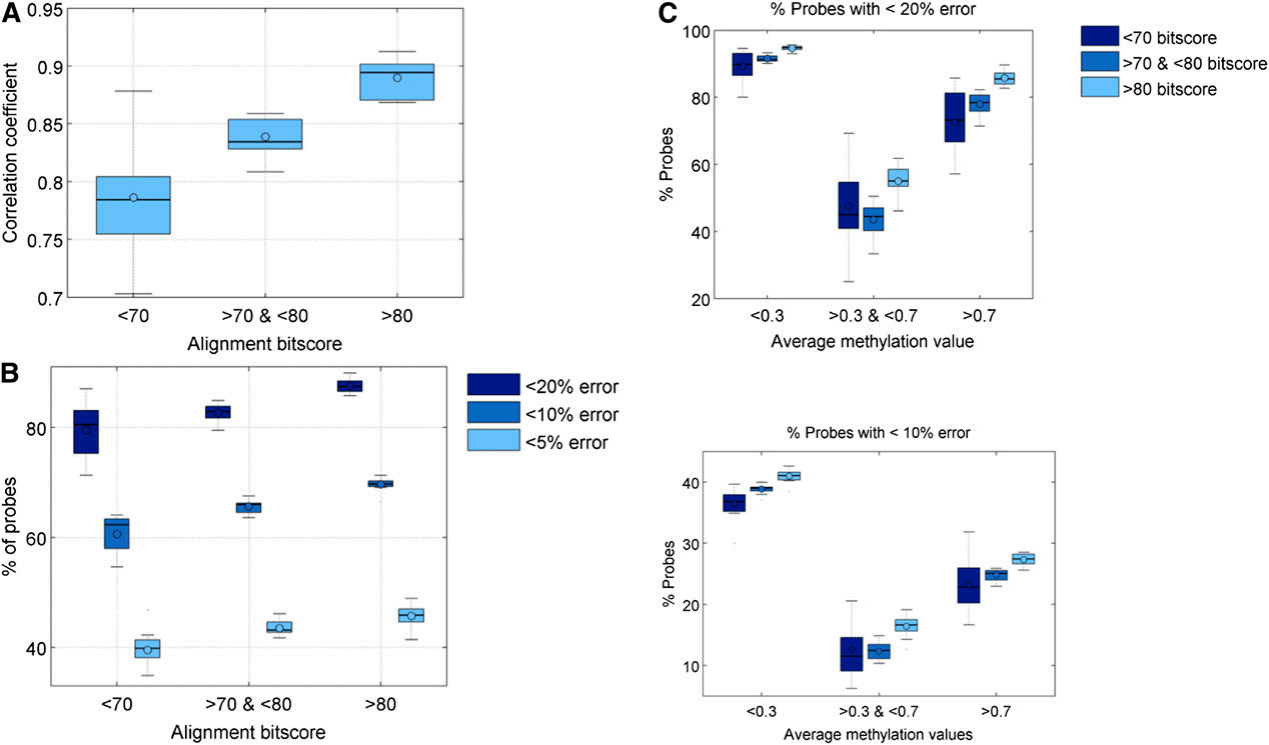
(A) Relationship of correlation between reduced representation bisulfite sequenced (RRBS) and Infinium data with probe sequence divergence (alignment bitscore). (B) Percent of probes with varying percent error between RRBS and Infinium data with probe sequence divergence (alignment bitscore). (C) Percent of probes with <20% error (top) or <10% error (bottom) with varying sequence divergence stratified by their average methylation levels.

We also examined whether the concordance between the two technologies is dependent on whether the sequence match is unique. We observe that probes with unique matches tended to have better performance (greater correlation and smaller % error) compared to probes that could be reliably aligned to multiple regions of the Cynomolgus macaque genome (Figure 6). We also examined whether the agreement in methylation values is affected by the position of the mismatch from the CpG site of interest. Probes with no mismatches at both the CpG site and +/− 1 bp had much better correlation and agreement compared with the probes that had either a mismatch at the CpG site itself or close to it. Probes with mismatches at either +/− 1 bp from the CpG tended to perform as badly as probes with mismatches exactly at the CpG site (Figure 7).

**Figure 6:**
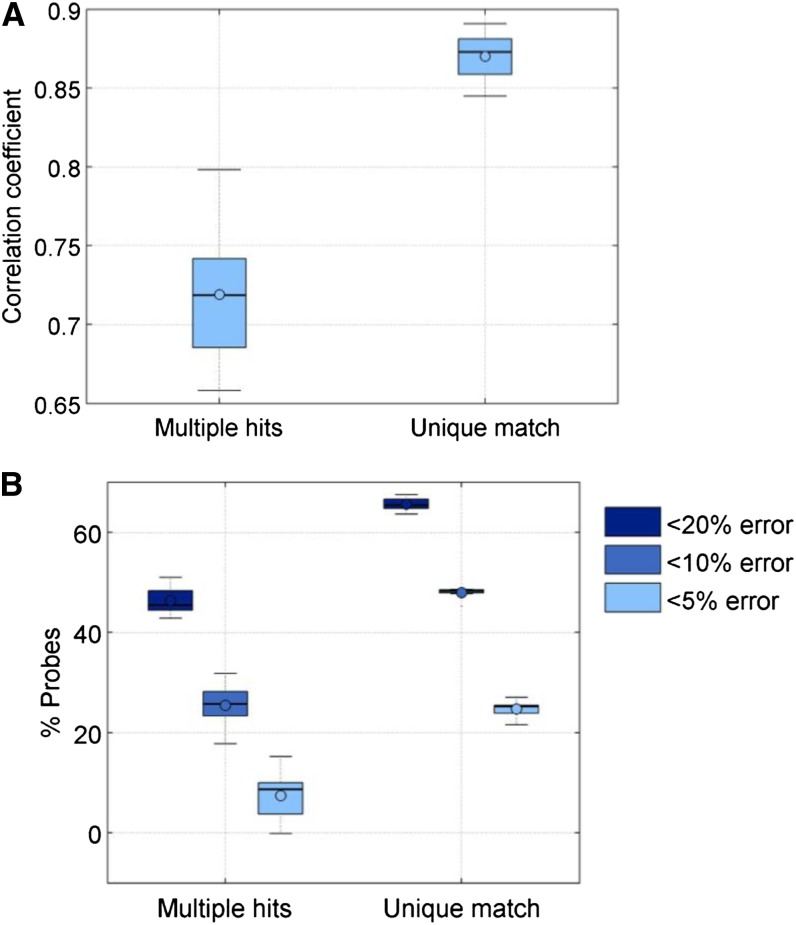
(A) Relationship of correlation between reduced representation bisulfite sequenced (RRBS) and Infinium data for probes with unique alignment or multiple alignments. (B) Percent of probes with varying percent error between RRBS and Infinium data with uniqueness of sequence alignment.

**Figure 7:**
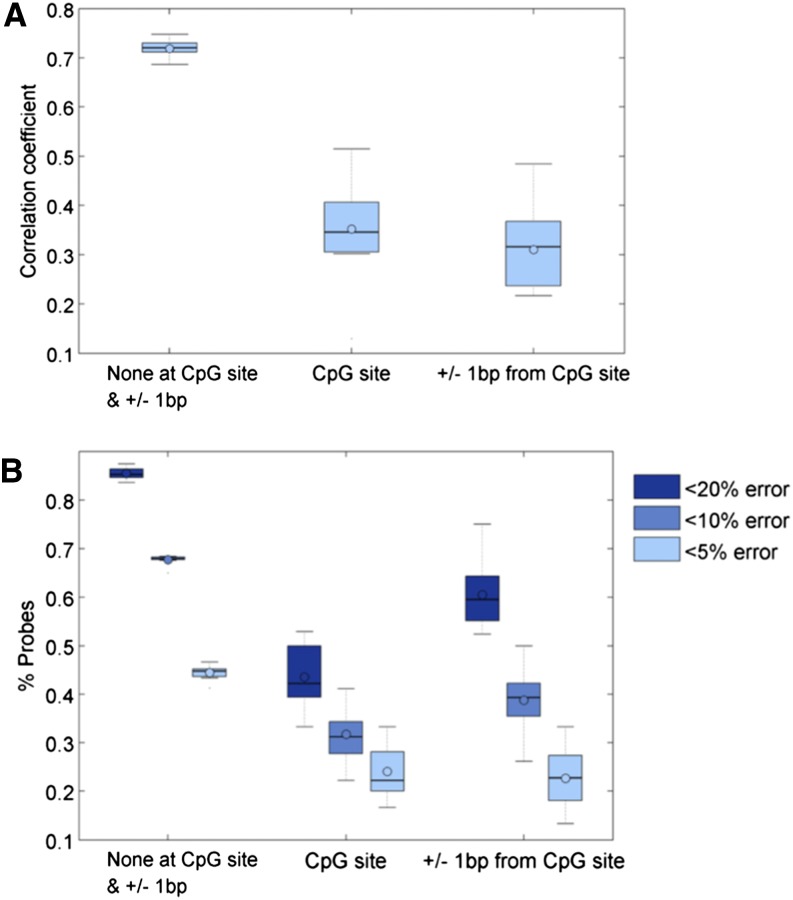
(A) Relationship of correlation between reduced representation bisulfite sequenced (RRBS) and Infinium data for probes with mismatch at specific positions relative to the CpG site of interest. (B) Percent of probes with varying percent error between RRBS and Infinium data with mismatch at specific positions relative to the CpG site of interest.

We examined whether the concordance between the RRBS and Infinium data differed depending on whether data were from a type I or type II Infinium probe. Type II probes have been shown to have a smaller dynamic range than type I probes (Dedeurwaerder *et al.* 2011), although this effect is corrected in our data processing. We could not detect any difference in the sequence alignment or agreement between RRBS and Infinium data from type I and type II probes (Table S2 and Figure S3). Studies have reported extensive probes that target human polymorphic CpGs in the Infinium 450K array (Chen *et al.* 2013; Price *et al.* 2013). We observed no difference in the RRBS and Infinium 450K agreement between polymorphic and nonpolymorphic probes (Figure S4). In addition to absolute DNA methylation levels, we also analyzed the difference in methylation levels across different individuals measured using the same technology, and compared the concordance of this difference across the two platforms. 

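Within RRBS, the 11 animals gave 55 pairs, and the methylation ratios of 2 animals were compared across all 61399 cytosines. The Pearson correlation between 2 animals ranged from 0.948 to 0.968 with a median of 0.961. It is a correlation across cytosines, which are not independent replicates, and the pairs share animals, so no p-value is given. The difference between 2 animals was within 20 percentage points for 92.6% of the cytosines in the median pair (mean 92.6%, range 91.0% to 94.8%). It was within 10 percentage points for 77.7% (mean 78.0%, range 75.5% to 81.1%) and within 5 percentage points for 55.7% (mean 55.4%, range 51.3% to 61.1%). The mean absolute difference of a pair ranged from 6.30 to 7.69 percentage points. Without ratios of exactly 0 or 1, which moved these shares most among the alternatives tried, the medians were 89.3%, 70.2% and 48.6%.

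**Figure D1:**
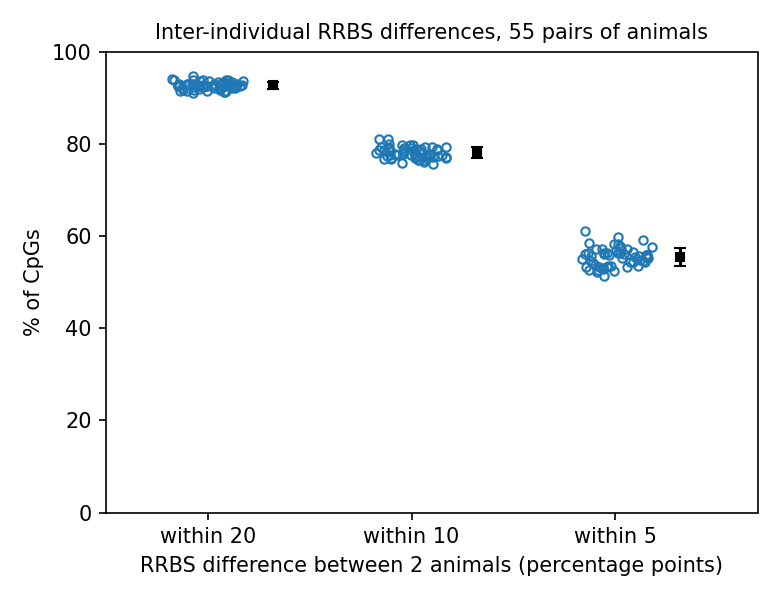
Percent of RRBS cytosines whose methylation values in 2 animals differ by at most 20, 10 or 5 percentage points (y axis, %), for each bound (x axis). Each circle is 1 of the 55 pairs of animals, and the square with its bar is the mean ± SD over pairs. The pairs lie between 91.0% and 94.8% at the bound of 20, and between 51.3% and 61.1% at the bound of 5.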

The differences between inter-individual differences measured on Infinium 450K assays compared to inter-individual differences measured using RRBS were within 20% for 98% of probes, within 10% for 87% of probes and within 5% for 74% of probes (see Figure S5 for an example).

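The size of the RRBS differences between individuals depended on the methylation level. For each animal, the absolute difference from the mean of the other 10 animals was averaged over cytosines grouped by that mean. It was 10.8 ± 0.967 percentage points (SD, n = 11 animals) at intermediate cytosines (0.3 to 0.7), 4.18 ± 0.198 (SD, n = 11) below 0.3 and 5.01 ± 0.336 (SD, n = 11) above 0.7. The intermediate value was higher than the low value in 11 of 11 animals, by 6.66 ± 0.906 percentage points (SD), with p = 0.000977 (two-sided permutation test of the paired differences, Benjamini-Hochberg adjusted p = 0.000977 over 2 comparisons). It was higher than the high value in 11 of 11 animals as well, by 5.83 ± 0.713 percentage points (SD), with the same p from the same test, which is the smallest that 11 animals allow. Each animal is part of the means with which the other animals are compared, so the 11 values are not fully independent. The counting error of a ratio is itself greatest at intermediate methylation, and without read counts it was not separated from the differences between animals. In the comparison of pairs, the share of cytosines within 20 percentage points was 72.1% in the median pair where the mean of the 2 animals was intermediate, 96.7% where it was below 0.3 and 94.3% where it was above 0.7. This mean comes from the same 2 values whose difference was taken, and near either end of the scale it leaves little room for a difference. The contrast between these 3 shares is therefore partly fixed by the grouping. The 3 cytosines with the largest SD over the 11 animals are given with their positions in the authors' genome of Yan et al., and no gene name is paired with them in the sources used here. The cytosine at chromosome 20, position 2197202 (plus strand), had a ratio of 0.687 ± 0.427 (SD, n = 11), below 0.2 in 3 animals and above 0.8 in 7. The cytosine at chromosome 19, position 3630522 (minus strand), had a ratio of 0.696 ± 0.383 (SD, n = 11), below 0.2 in 2 animals and above 0.8 in 6. The cytosine at chromosome 16, position 58746032 (plus strand), had a ratio of 0.296 ± 0.379 (SD, n = 11), below 0.2 in 6 animals and above 0.8 in 1. The nearest listed cytosine on the same strand, 2, 4 and 2 bp away in the order given, varied less, with an SD of 0.0399, 0.0635 and 0.0674. The paper sets inter-individual differences measured by RRBS against those measured on the Infinium array at shared CpGs, and states the concordance of the 2 platforms as the share of probes within each bound.

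**Figure D2:**
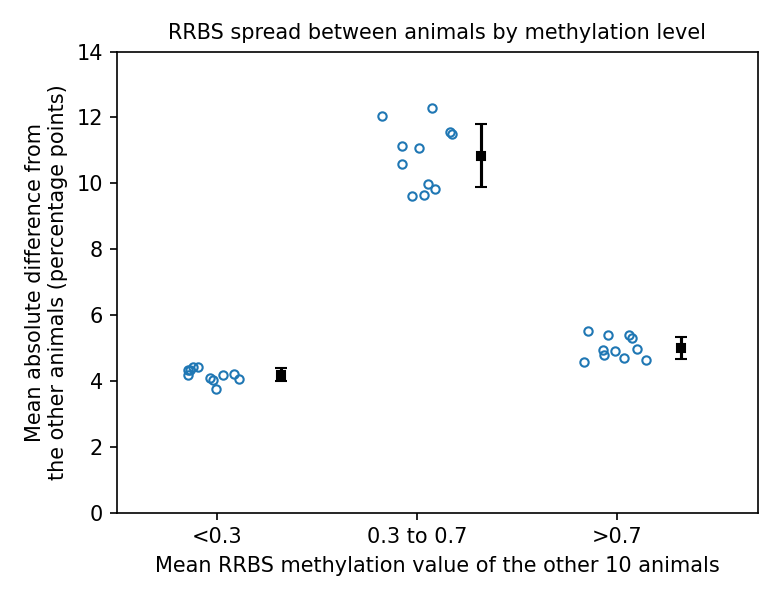
Mean absolute difference of each animal from the mean of the other 10 animals (y axis, percentage points of methylation), for cytosines grouped by that mean (x axis, methylation ratio). Each circle is 1 of the 11 animals, and the square with its bar is the mean ± SD. The intermediate group lies between 9.61 and 12.3 percentage points, above every value of the low group (3.75 to 4.42) and of the high group (4.59 to 5.51).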

### Probe selection criteria for best concordance and coverage

We observed that the agreement between RRBS and Infinium data can be increased by taking into account sequence divergence of the CM probe, uniqueness of the alignment as well as the position of the mismatch relative to the CpG site being measured. We then assessed the coverage of probes on the array as a function of these three levels of alignment filters and their performance (Table 1). Filtering for uniquely matched probes with no mismatch at 1 bp away from the CpG site and with bitscore >70 (Figure S6), we observed a substantial improvement in the agreement between Infinium and RRBS data, whereas there was a substantial decrease in the number of probes retained at >75 bitscore (Figure S7). When we adjusted the threshold from 60 to 70, the percent of usable probes changed only slightly from 54% to 51% after we applied the three-step filter. As we further increased the bitscore threshold to 75, the performance increased only marginally, but the coverage decreased dramatically to only 41%. Thus, to maximize coverage while maintaining accuracy, we recommend an alignment bitscore threshold of 70.

**Table 1:** Agreement between Infinium and RRBS data in terms of correlation and percent error, and the corresponding of usable Infinium probes after the recommended 3-step filter

	Methylation level												Correlation	Coverage After Sequential Filtering (No. of Probes)			
	<0.3			>0.3 and <0.7			>0.7			All			Pearson’s R	Bit-Score Filter	Uniqueness Filter	Mismatch at ± l-bp Filter	Array Coverage, %
	Error, %																
	<20	<10	<5	<20	<10	<5	<20	<10	<5	<20	<10	<5					
Bitscore <70	89	73	50	47	25	13	73	46	25	80	61	40	0.79				
Bitscore >70	94	81	56	52	30	16	83	53	29	86	69	45	0.88	281673	264,431	245,899	51
Bitscore >80	95	82	57	56	34	17	86	55	31	88	70	46	0.9	154435	146,197	136,039	28

RRBS, reduced representation bisulfite sequenced.

In summary, to obtain reasonably accurate Cynomolgus macaque methylation results from the Human Infinium 450K array, we suggest a three-step probe filter: bitscore >70, uniqueness of sequence match, and no mismatches near to the CpG site. We reason that the use of these procedures should allow for the effective and informative utilization of the Infinium 450K array in species with sequenced genomes. Furthermore, it would be ideal to follow up on the significant results from the array using another method such as pyrosequencing as an additional technical validation. We have provided a comprehensive Cynomolgus macaque annotation file for the Infinium 450K array incorporating all the parameters discussed previously (File S1).

## Discussion

We demonstrated here for the first time that the use of the human Infinium 450K array is feasible in Cynomolgus macaque tissues. Using *in silico* analysis with careful probe filtering, we found that approximately 61% of all human probes could be mapped to the macaque genome and contained an informative CpG, with the vast majority of these probes reporting on orthologous genes. Applying the Infinium 450K array to measure methylation patterns of DNA derived from macaque muscle tissues, we found that a large percentage of all probes passed quality controls and yielded robust DNA methylation signal, which positively correlated with the degree of sequence conservation. Comparing the array-based DNA methylation profiles with those obtained by RRBS provided overall high concordance, suggesting that these technologies can be benchmarked *vs.* one another.

Not surprisingly, we showed that the agreement between RRBS and Infinium 450K data was most dependent on the sequence divergence of the human probes compared with Cynomolgus macaque, the uniqueness of the probe sequence to the Cynomolgus genome, and the position of the mismatch relative to the target CpG. Approximately 250K probes on the array reported less than 20% methylation difference between Infinium and RRBS data. We also observed that the concordance between the two technologies is much better for fully methylated and unmethylated CpGs than the partially methylated CpGs. Finally, we provided a bioinformatics blueprint for the adaptation of Infinium 450K array technology to other species with sequenced genomes.

Our study is a logical extension of previous work using the Infinium 27K array to study DNA methylation in Cynomolgus macaque. The advantages of using the Infinium 450K for such investigations mirror those in human tissues and include the dramatically increased number and broader genomic representation of CpG loci. Others have similarly applied the Infinium 450K array to measure the cytosine methylation profiles of great apes, which are evolutionarily closer to human compared to macaques. From their analysis, approximately 200K (44%) probes were retained for orangutans, which is comparable with the 51% we obtained for Cynomolgus macaque. Great apes are evolutionarily closer to humans than macaques, so the greater percentage of probes retained for macaques might be due to the less-stringent choice of alignment filters in our study. Regardless, these studies collectively open new areas for evolutionary research with broad biological implications. Specifically, using the Infinium 450K array on nonhuman model systems such as Cynomolgus macaque and great apes offers the opportunity to directly compare at single nucleotide resolution the DNA methylation profiles across evolutionary trees, including within-species comparisons of geographically diverse populations. Likewise, the potential for cross-species comparisons is most exciting, given the thousands of human DNA methylation profiles that are being created using this technology.

To better benchmark the performance of the Infinium 450K array we compared resulting data directly to those obtained using RRBSseq performed on the same samples. Even with aggressive filtering we do not achieve the agreement between Infinium and RRBS that has been seen for human tissues *i.e.*, correlation of 0.97 and 84% of probes within 10% methylation error (Pan *et al.* 2012). This discrepancy could be due to experimental variation or sequencing errors in the unfinished Cynomologus genome. Invalid sequence (or indeed polymorphism) would affect the accuracy of our alignment calls and could have led to the inclusion of mismatched probes. Nevertheless, this cross-technology comparison strongly supports the technical and biological validity of the Cynomolgus macaque DNA methylation profiles obtained from the Infinium 450K array.

Various sequencing methods for profiling DNA methylation at the genome-wide or whole-genome scale are available, however, these are expensive and require high quality genome sequence as a reference. The popular platforms include RRBS and MeDIP-seq. MeDIP-seq or MBD-seq uses an antibody or methyl-binding protein to create a genomic library of methylated regions that are then sequenced. It offers whole-genome coverage, but has poor resolution since methylation is detected at regions rather than individual residues, and hybridization to the antibody or methyl-binding protein is not necessarily linear to percent methylation. Read-counts must be corrected for CpG density, which is an inexact process (Down *et al.* 2008). RRBS uses methylation-sensitive restriction enzymes to create a genomic fragment library of methylated regions that are then bisulfite converted and sequenced. RRBS has single-CpG level resolution and offers much higher coverage than Infinium (approximately 6 million CpGs) but tends to bias toward regions that are moderately or highly methylated and does not cover the hypomethylated regions that are thought to be important in inter-individual variation. Interestingly a recent analysis on genome-wide, interindividual variation in DNA methylation in humans suggests that despite the greater coverage of RRBS, RRBSseq and Infinium 450K arrays capture a comparable percentage of variably methylated CpGs (Ziller *et al.* 2013).

Array-based methods offer researchers familiar protocols, simpler data analysis and relatively low costs compared with sequencing. The Infinium array also generally requires less starting material than standard sequence based methods. Each Infinium 450K run costs about half that of RRBS and MeDIP-seq. This cost-saving would be most pertinent to large epigenome-wide association studies involving Cynomolgus macaques. Finally, researchers who wish to profile the DNA methylome in Cynomolgus macaque tissues should use the Infinium 450K array with some caution, using the filters described here and confirming locus-specific results with an independent technique. We suggest that these considerations permit the use of the Human Infinium 450K array with Cynomolgus macaque tissues, an approach that should, among other possibilities, enable affordable and powerful studies of tissue specificity in a complex, non-human primate model with considerably larger sample sizes than would be afforded by sequencing protocols.

## Supplementary Material

Supporting Information

# Supplementary material for: Infinium Monkeys: Infinium 450K Array for the Cynomolgus macaque (Macaca fascicularis)
**Source:** G3 (Bethesda). 2014 May 8;4(7):1227–34. doi: 10.1534/g3.114.010967
**Supplement:** Supporting Information

Infinium Monkeys: Infinium 450K Array for the Cynomolgus macaque (Macaca fascicularis) — Supporting Information 

# Infinium Monkeys: Infinium 450K Array for the Cynomolgus macaque (*Macaca fascicularis*)

## Supporting Information for Ong *et al.*, 2014

**Files in this Data Supplement:**

- Supporting Information - Figures S1-S7, Tables S1-S2, and File S1 (PDF, 901 KB)
- Figure S1 - (a) Average green and red negative control probe intensities with standard deviations for the twelve Infinium 450K data for the Cynomolgus macaque muscle tissues. (PDF, 371 KB)
- Figure S2 - (a) Scatterplot of Infinium 450K data for Cynomolgus macaque muscle sample versus technical replicate of sample. (b) Scatterplot of Infinium 450K data for two independent Cynomolgus macaque muscle samples. (PDF, 547 KB)
- Figure S3 - (a) Scatterplot of Infinium 450K data versus RRBS data for one sample stratified by Infinium type I and type II probes. (b) Percent of probes with varying percent error between RRBS and Infinium data with type I or type II probes. (PDF, 506 KB)
- Figure S4 - (a) Scatterplot of Infinium 450K data versus RRBS data for all samples stratified by polymorphic and non-polymorphic probes. (b) Percent of probes with varying percent error between RRBS and Infinium data with non-polymorphic or polymorphic probes. (PDF, 246 KB)
- Figure S5 - Scatter plot of inter-individual differences between two samples as measured by the Infinium 450K array or RRBS. (PDF, 153 KB)
- Figure S6 - Correlation of Infinium 450K and RRBS data for selected probes sequences with bitscores in the indicative ranges. (PDF, 161 KB)
- Figure S7 - Number of array probes using different bitscore thresholds. (PDF, 140 KB)
- Table S1 - Per-sample correlation between RRBS and Infinium 450K data and % probes with less than 10% methylation difference between the two technologies stratified across different alignment scores. (PDF, 154 KB)
- Table S2 - Various alignment quality metrics for Type 1 and Type 2 Infinium probes. (PDF, 122 KB)
- File S1 - Infinium 450K annotation file for Cynomolgus macaque. (.xlsx, 41 MB)

# Supplementary material for: Infinium Monkeys: Infinium 450K Array for the Cynomolgus macaque (Macaca fascicularis)
**Source:** G3 (Bethesda). 2014 May 8;4(7):1227–34. doi: 10.1534/g3.114.010967
**Supplement:** Supporting Information

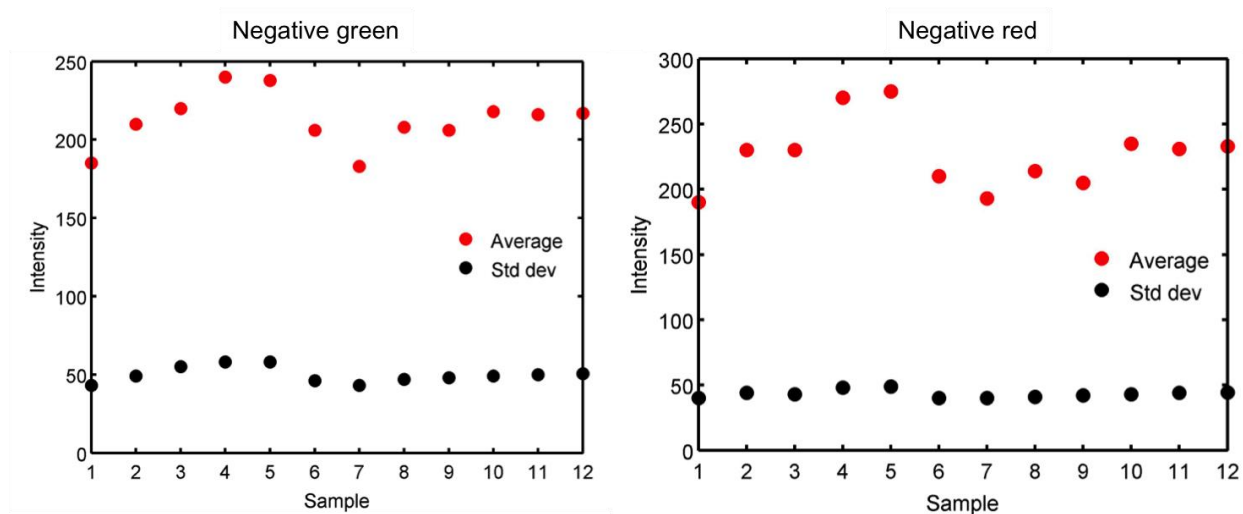

**Figure S1** (a) Average green and red negative control probe intensities with standard deviations for the twelve Infinium 450K data for the *Cynomolgus* macaque muscle tissues.

# Supplementary material for: Infinium Monkeys: Infinium 450K Array for the Cynomolgus macaque (Macaca fascicularis)
**Source:** G3 (Bethesda). 2014 May 8;4(7):1227–34. doi: 10.1534/g3.114.010967
**Supplement:** Supporting Information

a

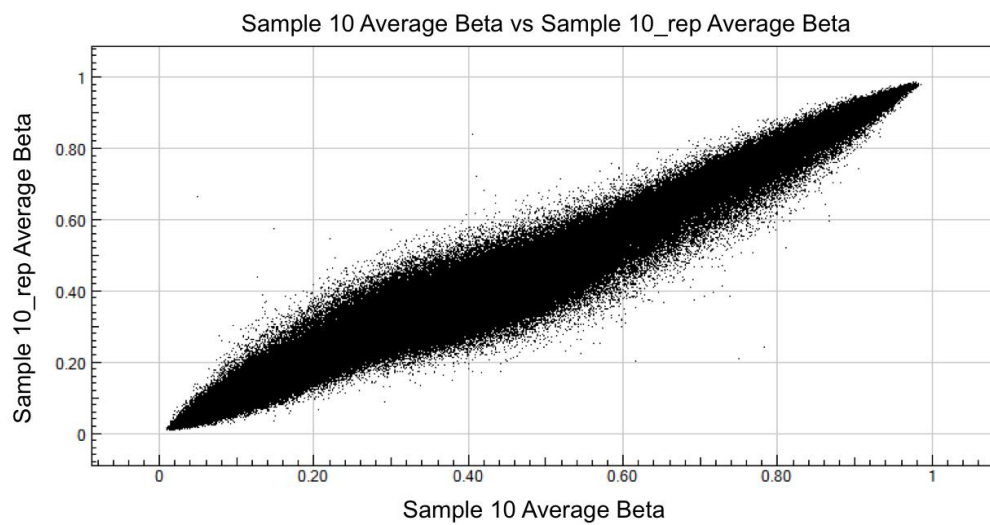

R=0.97

b

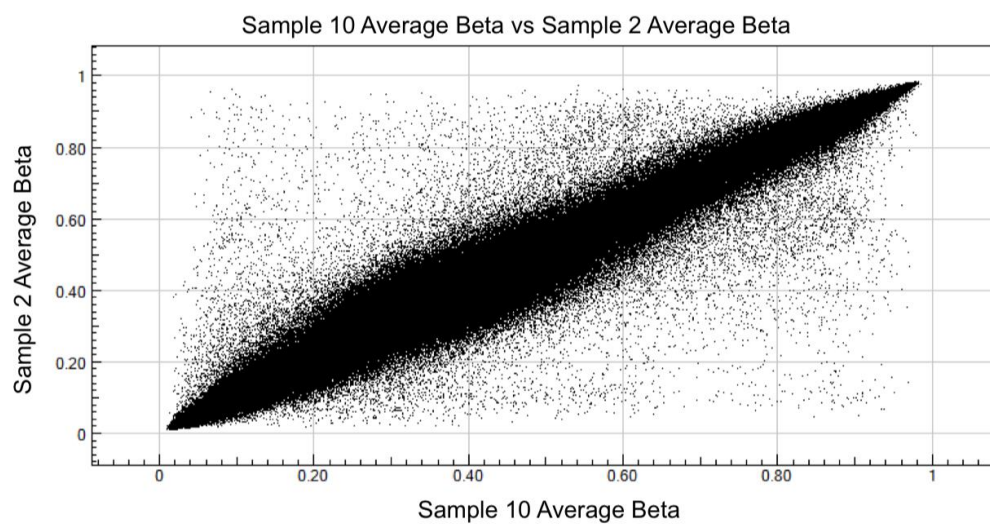

R=0.94

**Figure S2** (a) Scatterplot of Infinium 450K data for *Cynomolgus* macaque muscle sample versus technical replicate of sample. (b) Scatterplot of Infinium 450K data for two independent *Cynomolgus* macaque muscle samples.

# Supplementary material for: Infinium Monkeys: Infinium 450K Array for the Cynomolgus macaque (Macaca fascicularis)
**Source:** G3 (Bethesda). 2014 May 8;4(7):1227–34. doi: 10.1534/g3.114.010967
**Supplement:** Supporting Information

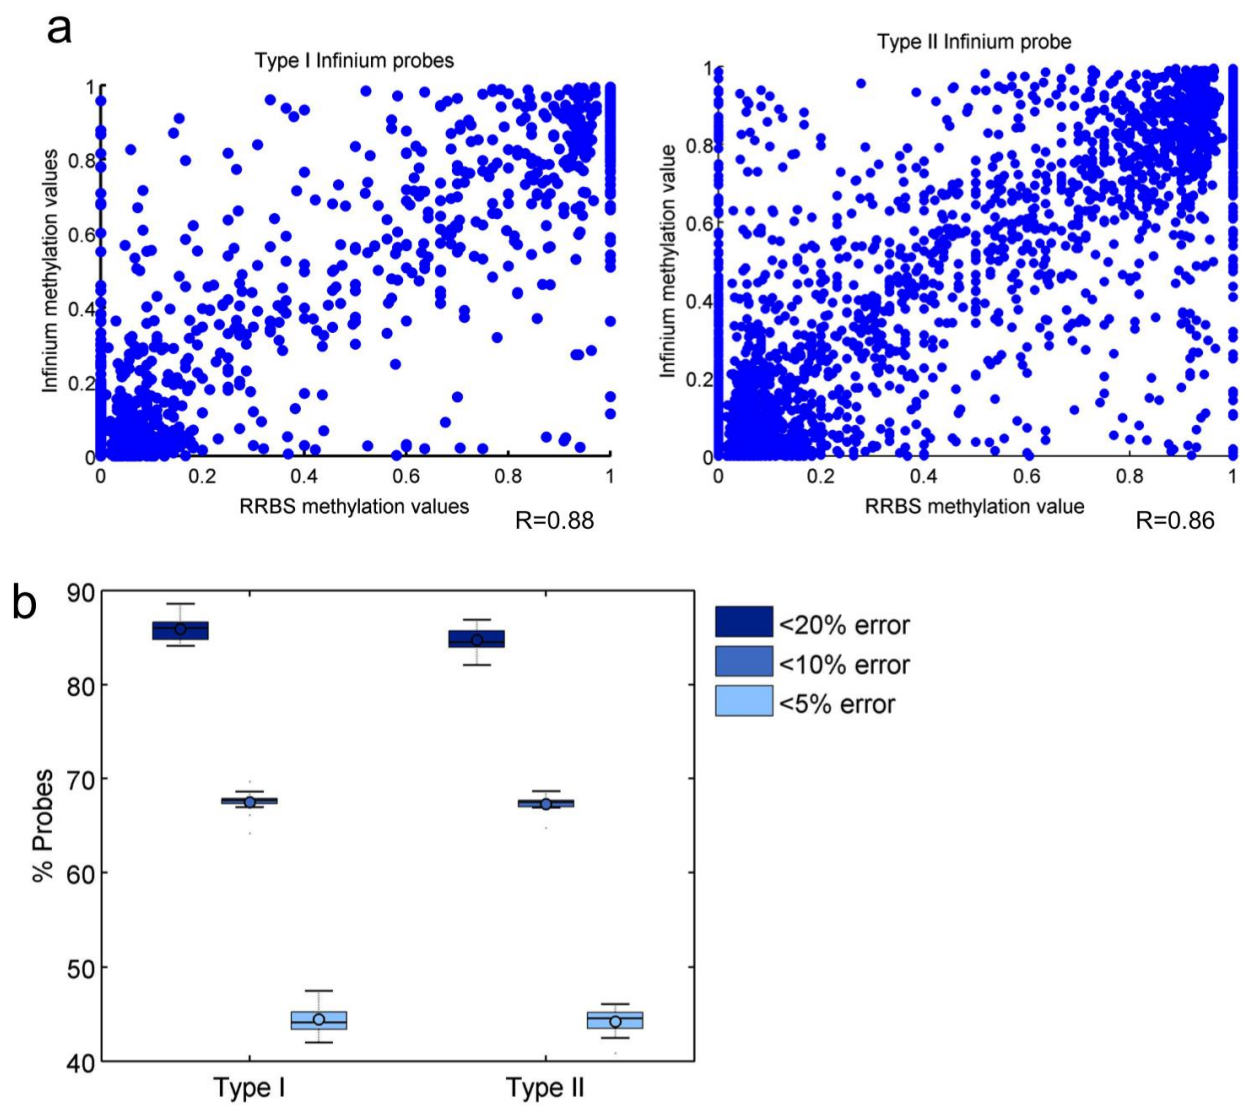

**Figure S3** (a) Scatterplot of Infinium 450K data versus RRBS data for one sample stratified by Infinium type I and type II probes. (b) Percent of probes with varying percent error between RRBS and Infinium data with type I or type II probes.

# Supplementary material for: Infinium Monkeys: Infinium 450K Array for the Cynomolgus macaque (Macaca fascicularis)
**Source:** G3 (Bethesda). 2014 May 8;4(7):1227–34. doi: 10.1534/g3.114.010967
**Supplement:** Supporting Information

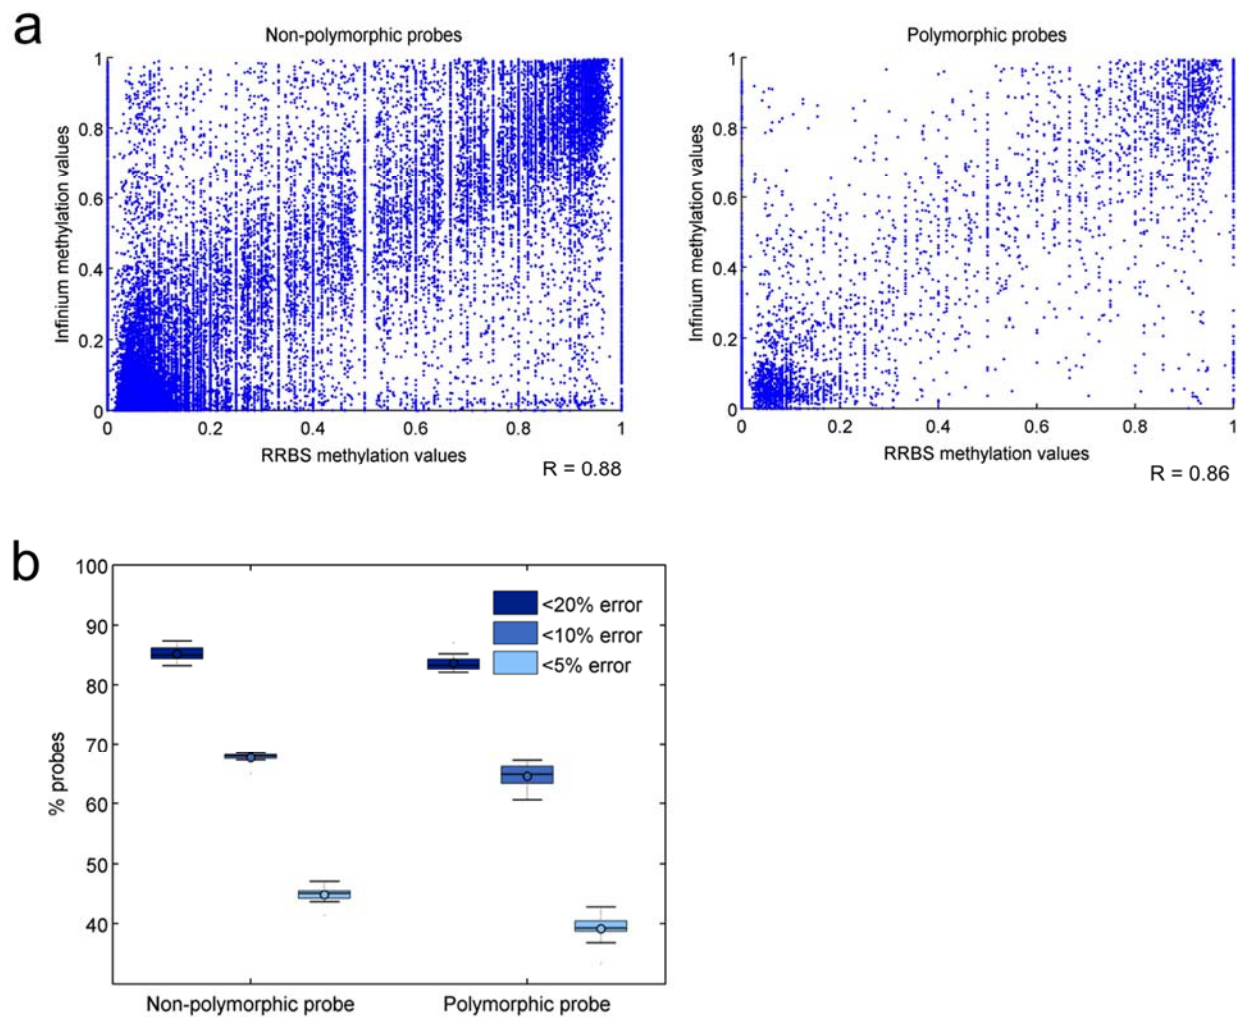

**Figure S4** (a) Scatterplot of Infinium 450K data versus RRBS data for all samples stratified by polymorphic and non-polymorphic probes. (b) Percent of probes with varying percent error between RRBS and Infinium data with non-polymorphic or polymorphic probes.

# Supplementary material for: Infinium Monkeys: Infinium 450K Array for the Cynomolgus macaque (Macaca fascicularis)
**Source:** G3 (Bethesda). 2014 May 8;4(7):1227–34. doi: 10.1534/g3.114.010967
**Supplement:** Supporting Information

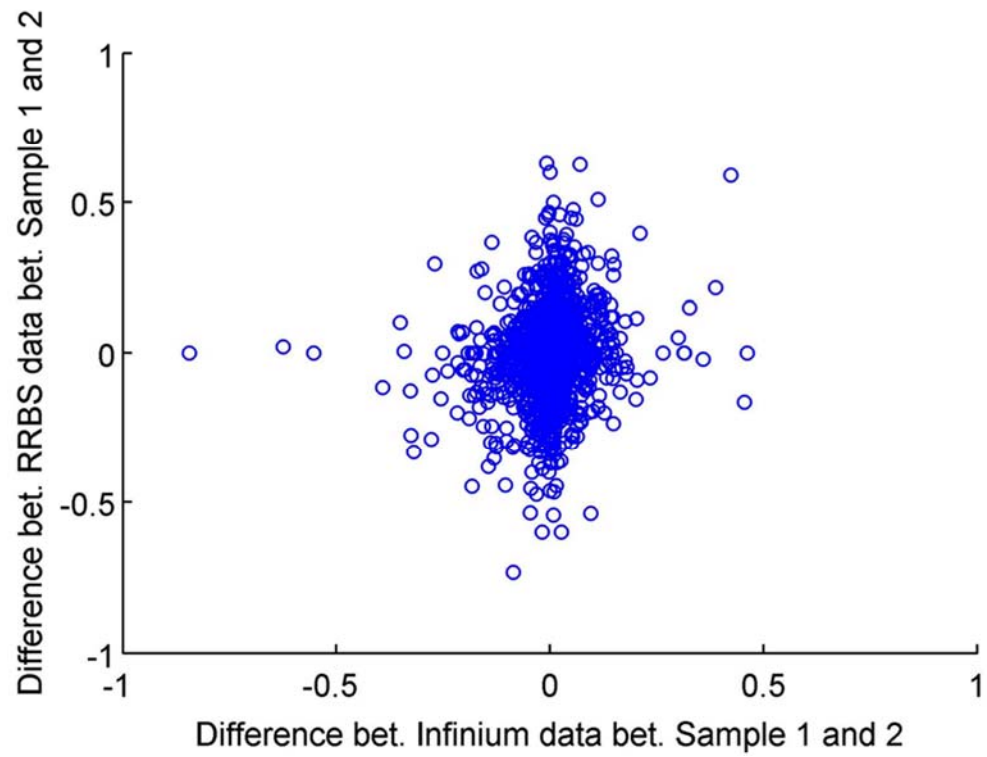

**Figure S5** Scatter plot of inter-individual differences between two samples as measured by the Infinium 450K array or RRBS.

# Supplementary material for: Infinium Monkeys: Infinium 450K Array for the Cynomolgus macaque (Macaca fascicularis)
**Source:** G3 (Bethesda). 2014 May 8;4(7):1227–34. doi: 10.1534/g3.114.010967
**Supplement:** Supporting Information

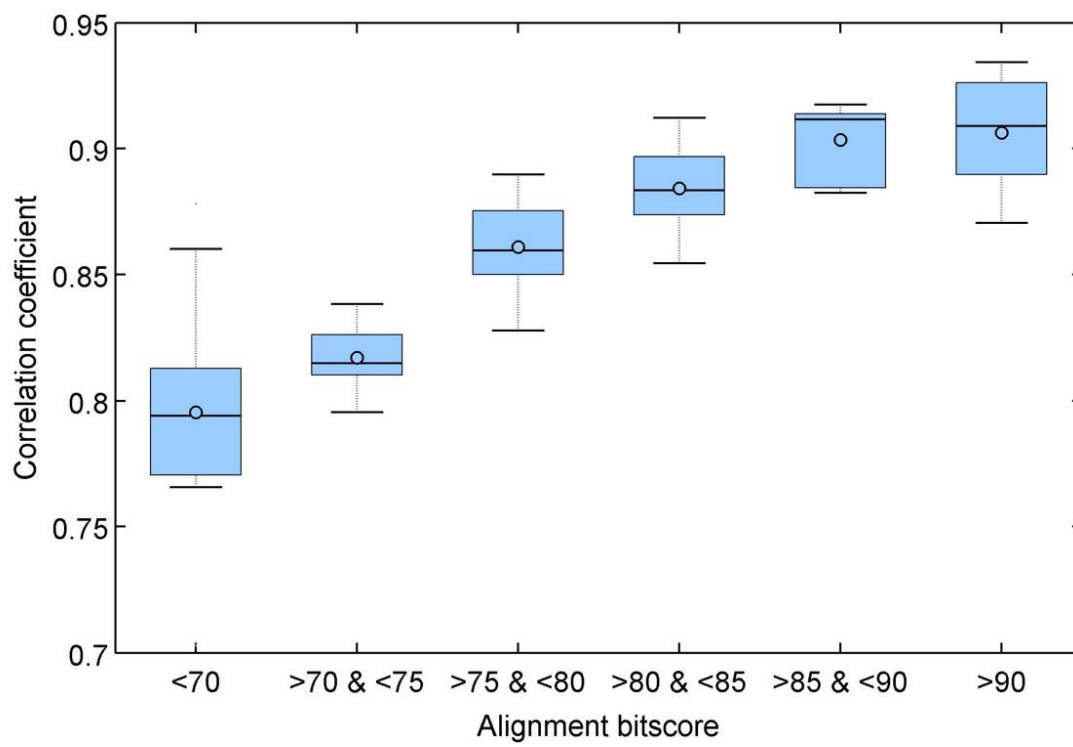

**Figure S6** Correlation of Infinium 450K and RRBS data for selected probes sequences with bitscores in the indicative ranges.

# Supplementary material for: Infinium Monkeys: Infinium 450K Array for the Cynomolgus macaque (Macaca fascicularis)
**Source:** G3 (Bethesda). 2014 May 8;4(7):1227–34. doi: 10.1534/g3.114.010967
**Supplement:** Supporting Information

**Table S2** Various alignment quality metrics for Type 1 and Type 2 Infinium probes.

| Alignment quality  | Infinium probe |              |
|--------------------|----------------|--------------|
|                    | Type 1         | Type 2       |
| Average % identity | 96.1           | 96.3         |
| Average bitscore   | 81.7           | 81.8         |
| Average E-value    | $3.4e^{-12}$   | $2.6e^{-12}$ |

How the deposited data were processed for this re-analysis (not part of the article)

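The data are RRBS methylation ratios of 11 skeletal muscle biopsies from adult male Cynomolgus macaques. The paper's methods give 1 µg of DNA per library, MspI digestion and the EpiTect Bisulfite Kit, whereas the sample labels give 5 µg, MspI followed by TaqαI, and the EZ-96 DNA Methylation-Gold Kit. The paper's text is used beside its statements.

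According to the methods, the authors removed bases with a quality below 20 and reads shorter than 20 bp, aligned the reads to the genome of Yan et al. with RRBSMAP, kept CpGs with a read coverage of at least 10, and estimated the methylation ratio of each CpG with the methratio script. The deposited table holds 1 methylation ratio per cytosine and animal, from 0 to 1, for 61399 cytosines with chromosome, position and strand. It was checked that no value is missing and that no 2 columns are identical. A cytosine with a value in every animal is what the table holds, so cytosines covered in only some animals do not enter any result. The columns are headed by animal numbers that do not occur in the sample labels, so the columns were used as 11 animals of 1 group and not linked to sample numbers. Read counts and coverage per CpG were not used here, so the precision of a single ratio was not estimated beyond the stated minimum coverage, and no test on counts was made.

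From these ratios, using Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, the following were computed. The share of cytosines with a ratio below 0.3, from 0.3 to 0.7 and above 0.7 was taken per animal. For each of the 55 pairs of animals, the Pearson correlation across cytosines and the share of cytosines within 20, 10 and 5 percentage points were taken, a difference equal to the bound counting as within it. For each animal, the mean absolute difference from the mean of the other animals was taken by methylation class, the class being set by the other animals. Intermediate cytosines were compared with low and with high ones by a two-sided permutation test of the paired differences over animals. All 2048 sign changes were counted, and p-values were adjusted by the Benjamini-Hochberg method over the 2 comparisons. Cytosines named in the text are the 3 with the largest SD over the 11 animals, a rule set before the data were examined.

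The calculations were tested on simulated data for the 61399 cytosines. The simulated spread by methylation level was recovered with an error of at most 0.0911%. Of 20 simulations without a difference in spread between the classes, 0 gave a p below 0.05. Read counts were not used, so this check does not cover counting error, which is greatest at intermediate methylation. It does not show how often counting error alone would give a p below 0.05. In simulated data with a common profile in 20 regions, 20 were found and 0 other regions were called.

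The alternatives chosen before the data were examined were class bounds of 0.2 and 0.8, leaving out ratios of exactly 0 or 1, leaving out chromosome X and unplaced sequence, leaving out each animal in turn, Spearman's rho, centring each animal on its mean, and counting both strands of a CpG once. Leaving out chromosome 10 and leaving out the regions with a common profile were added after the data were seen. Coverage minimums of 20 and 30 were planned and not run, because they need the coverage of each CpG. The comparison of RRBS with Infinium values, the count of CpGs shared with probes and the coverage per CpG were planned and not analysed here. The listed part of File S1 was not joined to the RRBS positions. Coordinates are those of the authors' genome, for which no sequence or gene annotation was used.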

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

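All tests in this part were chosen after the pattern had been seen. The paper reports the RRBS CpGs that it shares with Infinium probes, and the patterns here were found over all cytosines of the RRBS table. The design has 1 group of animals, so no explanation was tested against a condition.

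On chromosome 10, 66.9% of the listed cytosines were on the plus strand, against 45.5% to 54.7% on the other chromosomes. Joining same-strand cytosines at most 100 bp apart into runs, so that neighbours count once, left 66.5% of the runs on the plus strand. Of the 1-Mb blocks of chromosome 10 with unequal numbers, 82 had more plus-strand runs and 10 had more minus-strand runs (exact binomial test, two-sided p = 3.3e-15, Benjamini-Hochberg adjusted p = 6.94e-14 over 21 chromosomes). Chromosome 11 leaned the same way, with 76 blocks against 35 (adjusted p = 0.00131). Chromosome 10 also had the highest mean methylation, 63.7%, with 68.3% on the plus and 54.4% on the minus strand, and chromosome 11 the next highest, 52.0%. At the 537 CpGs of chromosome 10 listed on both strands, the strands had nearly equal means, 69.9% and 70.3%. A CpG is the same on both strands, so a greater number of methylated CpGs on this chromosome would not by itself give 82 blocks that lean to one strand. A strand-dependent step of the alignment or of the making of the table is a candidate explanation. The plus-strand share was 73.2% from position 12940 to 48139789 and 57.3% from there to the end, so such a step would have to depend on position, and without the reads it stays open.

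The 2 strands of a CpG often had different ratios in the same animal. Across the 4043 CpGs listed on both strands, the correlation between the strands within an animal was 0.842 to 0.869 (median 0.854), whereas at the same cytosines 2 animals correlated on the same strand with a median of 0.9503. These are correlations across CpGs, which are not independent replicates. The mean over animals differed by more than 0.2 at 617 CpGs (15.3%) and by more than 0.5 at 129 CpGs (3.19%), of which the plus strand was the lower at 66 and the minus strand at 63. Random error of the ratios would lower the same-strand correlation between animals as well, and the median of 0.9503 argues against it. Of the 129 CpGs, 43 were on chromosome 10, which is 8.01% of its 537 CpGs listed on both strands, against 86 of 3506 (2.45%) elsewhere. Leaving out chromosome 10 gave a median of 0.875 between strands, still below the 0.9503 between animals, which includes chromosome 10. The same-strand correlation between animals was not computed without chromosome 10, so how much of the gap this chromosome accounts for was not measured. A candidate explanation is the filling in of fragment ends with unmethylated cytosine during end repair, which lowers the ratio of the strand that ends there. At the 129 CpGs, the lower strand had on average 2.44 listed cytosines within 60 bp upstream and 1.09 downstream, and the higher strand 1.67 upstream and 1.96 downstream. The lean was larger on the lower strand by 1.64 cytosines (two-sided permutation test, p = 3.00e-05), as filled-in ends would give. At the 86 CpGs outside chromosome 10 it was larger by 2.23 cytosines (p = 3.00e-05 from the same permutation test), whereas at the 43 on chromosome 10 it was larger by 0.465 (permutation test, p = 0.428), so the strand differences on chromosome 10 stay open. Other losses of accuracy towards the ends of reads were not tested and stay open.

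The region with the largest differences between animals, among regions of at least 10 cytosines at most 1000 bp apart, was at chromosome 20 from 31044734 to 31045706, with 26 cytosines and animal means between 6.30% and 77.8%. Of 4855 other regions of at least 5 cytosines, 20 followed the same profile over the 11 animals with an r of at least 0.95, and 18 of these were on another chromosome or scaffold. Together with the first region they lay on 10 numbered chromosomes and 3 scaffolds and held 529 cytosines. For the 20 regions, Pearson's r was 0.956 to 0.993 (permutation test, p of 9e-05 at most, Benjamini-Hochberg adjusted p of 0.0208 at most over the 4855 regions), and Spearman's rho was 0.773 to 0.982 (permutation p of 0.00725 at most). Without the 2 animals farthest from the median of the first region, r was 0.907 to 0.983. In 100 shuffles of the animals, at most 1 region reached this r, which argues against chance resemblance. Outside these regions, the mean methylation of an animal ranged over 1.58 percentage points, against 71.5 in the first region, which argues against a shift of whole libraries. A candidate explanation is copies of one repeated sequence whose reads are spread over several places of the unfinished genome. The regions on other sequences differed from the first by a median of 14.7 percentage points (2.01 to 31.2). The region means come from different cytosines, so even reads shared in full need not give equal means, and this difference does not decide. Reads shared in full or in part, and a coordinated difference between the animals, remain open. No genome sequence was compared.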

How the results depend on the processing

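Intermediate cytosines varied more between animals than low and than high ones under every alternative that was run. All 34 comparisons kept this direction, 34 of 34 passed the 0.05 threshold, and the largest adjusted p was 0.00195, with 1 animal left out. The difference from low cytosines ranged from 5.77 to 7.09 percentage points and that from high cytosines from 5.47 to 5.97. These alternatives included 2 chosen after seeing the data, leaving out chromosome 10 and leaving out the regions with a common profile over animals. Every adjusted p was the smallest that the number of animals allows. None of the alternatives removed the counting error, which is greatest at intermediate methylation, so the common direction does not separate it from differences between animals.

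The shares by methylation level moved by more than the SD between animals under 4 alternatives. With class bounds of 0.2 and 0.8, 50.8% of cytosines were low, 22.3% intermediate and 26.9% high. Without ratios of exactly 0 or 1, the shares were 46.0%, 18.7% and 35.3%. Without chromosome X and unplaced sequence, the share of high cytosines was 32.6%, and the other shares moved by less than the SD. Without chromosome 10, chosen after seeing the data, 59.4% were low and 27.5% were high. Each change follows from how the alternative redefines or removes values, and chromosome 10 had the highest mean methylation of any chromosome, 63.7%. In every case low cytosines were the largest class.

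The median correlation between 2 animals was 0.888 with Spearman's rho and 0.935 without ratios of exactly 0 or 1. Without such ratios the median shares within 20, 10 and 5 percentage points were 89.3%, 70.2% and 48.6%. The cause was not tested. Leaving out chromosome X and unplaced sequence, centring each animal on its mean, and leaving out chromosome 10 moved the median correlation and shares by less than the SD over pairs where they were run.

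With each animal left out in turn, the low share was 54.7% to 54.9%, the intermediate share 13.3% to 13.5% and the high share 31.8% (31.77% to 31.83%). The median correlation was 0.961 to 0.962, and the median shares within 20, 10 and 5 percentage points were 92.5% to 92.8%, 77.6% to 78.4% and 55.0% to 56.0%. The difference between intermediate and low cytosines was 6.59 to 6.89 percentage points and that between intermediate and high ones 5.76 to 5.97. The number of cytosines per animal stayed at 61399, and counting both strands once gave 57356 CpGs.

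For the named cytosine on chromosome 16, the SD was 0.206 without ratios of exactly 0 or 1, since this removed most of its animals, against 0.379 with them. With each animal left out in turn it was 0.314 to 0.399, and the SD was 0.380 to 0.448 for the one on chromosome 20 and 0.323 to 0.404 for the one on chromosome 19.

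All listed cytosines had a value in every animal, so restricting to such cytosines changed nothing. Alternative coverage minimums were not run, because they need the coverage of each CpG, and the alternatives for the comparison with Infinium were not run. Depth limits what the ratios can show, since a ratio of exactly 0 or 1 can come from few reads, and its extent is not known here.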

Differences from the paper's values

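The number of RRBS samples equals the paper's. In its discussion of sequencing methods in general, the paper states that RRBS favours moderately or highly methylated regions and misses hypomethylated ones. In the RRBS table of this study, 54.8% ± 0.552 (SD, n = 11 animals) of the cytosines of an animal had a ratio below 0.3, and 45.2% had a ratio of 0.3 or above. These are cytosines with a value in all 11 animals, and the paper's statement is about RRBS in general. Without ratios of exactly 0 or 1, 46.0% had a ratio below 0.3, so the majority below 0.3 depended on those ratios.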

Other observations

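In this part, the tests on the strands of variable cytosines were chosen before their result was seen, and those on neighbouring cytosines, on the largest SDs and on conversion afterwards. No explanation was tested against a condition, since the design has 1 group of animals.

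At cytosines of low methylation the animals fell into 2 clusters. Over cytosines for which the mean of the other animals was below 0.1, the animal means were 5.35%, 4.69%, 4.67% and 4.51% for the animals numbered 2606, 2646, 5296 and 5272. They were 2.95%, 2.90%, 2.83%, 2.82%, 2.80%, 2.78% and 2.75% for 2595, 5295, 2673, 2666, 2624, 2634 and 2654. A ratio of exactly 0 was listed for 12.5%, 13.5%, 13.9% and 14.3% of the cytosines of the first 4 animals in that order, and for 22.8%, 26.0%, 27.0%, 27.8%, 26.4%, 22.0% and 28.4% of those of the others. A candidate explanation is incomplete bisulfite conversion in some libraries, which would add to the intermediate cytosines of the first 4 animals between 0.826 and 1.26 percentage points over the median animal. The observed differences there were 0.374, 1.40, 1.87 and 0.767 percentage points for these animals in the same order, and between -1.09 and 0.427 for the others. At cytosines for which the mean of the other animals was above 0.9, conversion would add between 0.0846 and 0.129 percentage points. The observed differences there were 0, -0.286, -0.0143 and -0.521 for these 4 animals and between -0.125 and 0.42 for the others. None of the 4 showed a rise, but the others differed among themselves by more than the predicted rise, so the high cytosines do not decide. A ratio of exactly 1 was listed for 5.75%, 5.23%, 5.68% and 4.89% of the cytosines of the 4 animals and for 5.28% to 8.25% in the others. At intermediate cytosines, after the predicted differences were subtracted, the SD over the 11 animals was 0.627 percentage points. The SD before the subtraction was not computed, so this value alone does not show how far the prediction reduced the spread. The clusters were found from these data and were not compared as groups, so incomplete conversion stays open. Conversion of cytosines outside CpGs was not analysed here. Any effect on the comparison with Infinium was not analysed either.

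A total of 249 cytosines outside the regions with a common profile had an SD over animals above 0.25. Of these, 211 had another listed cytosine on the same strand within 20 bp, whose median SD was 0.125. One hypothesis was a sequence variant at the CpG, which the paper names, as polymorphism, among the factors that would affect its alignment calls. A variant removes the CpG on both strands, so both could follow the same animals. Whether every kind of variant lowers the ratio of both strands was not examined. At the 36 variable cytosines with the other strand listed, the median r over animals between the strands was -0.133 (quartiles -0.44 and 0.607), so the strands went both ways and variants were left undecided. Most of the 249 cytosines, the 3 named ones included, had no other strand listed, and strand differences of the kind described for fragment ends would also weaken r between the strands. The strands followed each other with an r above 0.8 at 7 of the 36, which counting error at low depth would not give. The largest SD that counting 10 independent reads, the stated minimum, can give is 0.158. Outside the regions with a common profile, 42 cytosines, the 3 named ones included, had an SD of more than 2 times this, where at most about 1.04 of all cytosines would be expected, which argues against counting error of independent reads at these. Reads copied from few molecules by PCR are not independent and were not assessed, and for the remaining cytosines counting error stays open. A methylation difference shared by the neighbourhood was left undecided, with a median r of 0.447 with the nearest cytosine (quartiles -0.106 and 0.878) and an r above 0.8 at 66 of 211.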
